A study of Homo sapiens with 5 samples. Its data were reported in "A non-canonical repressor function of JUN restrains YAP activity and liver cancer growth" (2024).

How the data were processed

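Messenger RNA was measured by 3′ end sequencing in MCF10A SAM cells. MCF10A is an immortalised human mammary epithelial cell line, and SAM (Synergistic Activation Mediator) cells are derivatives that carry a catalytically dead Cas9 fused to the activator VP64 together with the MS2-binding fusion MCP-p65-HSF1. A guide RNA then brings these activators to the promoter of a chosen gene. Per the labels, 3 libraries came from cells with a non-targeting control guide (NTC, replicates 1 to 3) and 2 libraries from cells with the guide sgJUN#1 against the JUN promoter (replicates 1 and 2). Groups and replicate numbers were taken from the sample titles. The study gives a smaller number of replicates for its enrichment analysis of this comparison than the labels give for NTC, and whether it left out an NTC library is not known. All libraries were used here, and the fits without each of them are given in the closing section.

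The authors extracted RNA on columns and made libraries with the QuantSeq 3′ mRNA-Seq kit in its forward version, which reads a short stretch near the 3′ end of each transcript, so that a count depends little on transcript length. According to the methods of the study, reads were trimmed with Cutadapt, aligned to the human genome build hg19 with Bowtie2 at its default settings, and counted over genes in R with countOverlaps. The deposited values are raw counts per gene, whole numbers that were not normalised. The gene annotation, the handling of strand and of reads with several alignments, and any use of molecular identifiers were not stated. Reads that lie in overlapping genes or in near-identical copies can therefore be counted for more than 1 gene or be placed in the wrong copy. PCR copies count as separate reads where molecular identifiers were not used, so the depth limits given here cover counting error only.

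The table held 23459 genes under Entrez identifiers in 5 columns, each of which matched the description of 1 library. Symbols were assigned to 23308 of them (99.36%) from NCBI RefSeq gene names on the assembly GRCh38.p14, used for names alone. Positions are those of GENCODE annotation version 44 mapped to GRCh37, the build that corresponds to hg19, and 22518 genes had one. In total 3872 genes had no count in any library. Library totals were 3733499, 2455627 and 4393252 counts for NTC replicates 1 to 3 and 4988062 and 2766254 counts for sgJUN#1 replicates 1 and 2. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to between 0.601 and 1.22 CPM (counts scaled to a common library size, as counts-per-million). The 10 most abundant genes took from 5.67% to 7.24% of the counts of a library. All 5 libraries differed from each other by more than counting noise, with a chi-square per degree of freedom of 8.21 for the sgJUN#1 pair and at least 8.42 for the NTC pairs. This argues against copies of the same counts. It cannot tell separate cultures from libraries made of the same RNA, since library preparation also adds to counting noise. Each library was counted as a separate replicate because the labels number it as one.

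Differential expression was tested on the deposited counts with the quasi-likelihood F test of edgeR version 4.0.16 in R 4.3.3, with TMM normalisation, the default expression filter (filterByExpr), robust empirical Bayes estimation and group as the only term. The filter kept 13616 genes and left out 9843. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and an adjusted p-value under 0.05 was the threshold. Fold changes are sgJUN#1 over NTC on the log2 scale, with the standard error (SE) taken as the log2 fold change divided by the square root of F. CPM values used TMM-scaled library sizes. The common dispersion was 0.0495, a biological coefficient of variation of 22.3%.

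Gene lists were tested in 2 ways. Preranked gene set enrichment analysis (fgsea 1.28.0) used the signed square root of F and gave a normalised enrichment score (NES). The camera test of limma 3.58.1 used log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, and the median log2 fold change of the tested members was given as its effect size. P-values were adjusted over the 4 lists. The lists were the study's own clusters 1, 2 and 3 of genes induced by the hyperactive YAP mutant YAP5SA, grouped by their response to JUN cDNA in other cells, and the siYT list of YAP/TAZ-dependent genes from a knockdown of YAP and TAZ. None of the 4 was defined on the libraries analysed here. After repeated symbols were removed, clusters 1, 2 and 3 held 400 genes of the table in total. This is fewer than the set that was clustered, and ANKRD1 was not among them. Of the listed symbols, 139 of 140, 152 of 152, 109 of 109 and 193 of 194 were found in the table. Clusters 1, 2 and 3 share no gene with each other, and the siYT list shares 17, 28 and 17 genes with them. The YAP gene set of Cordenonsi and colleagues, which the study used for this comparison, was not used here.

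Except where stated, the text names genes by a rule fixed before the data were examined, as were the tests, the lists and the alternatives. These are JUN and a panel of 20 genes taken from the study's text (YAP targets, AP-1 targets, AP-1 members and cofactors). They also include the 5 genes that rose most and the 5 that fell most. Those were chosen among genes past the threshold with a mean of at least 10 CPM and no overlap between groups. The last are the 3 nearest genes of the table with a position on each side of JUN. The values of 1 gene of the panel are not reported here. For single values an exact permutation test over the 10 splits of 5 libraries into 3 and 2 was used, two-sided, whose smallest p-value is 0.1.

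The procedure was tested on simulated data in 10 rounds with the real means, dispersions and library sizes of 13616 genes, 200 of them changed by 2 on the log2 scale. On average 86.3% of the changed genes were recovered and 7.78% of the calls were false, and at most 0 genes were called in rounds with no change. A shift of -0.5 in all members of cluster 1 was found in 10 of 10 rounds by both list tests. Of 40 tests of unchanged lists camera called 0 and preranked enrichment called 8, so the p-values of the latter were too small in these simulated data. The genes were simulated independently of each other. The 0 calls of camera therefore do not show how it behaves where the members of a list are correlated.

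Alternatives were DESeq2 1.42.0 with its own size factors (the study's tool), limma-voom, upper-quartile normalisation, library size alone, no filter, a minimum of 10 counts in every library, the replicate number as a block, counts thinned at random to the smallest library total (2455627), non-robust estimation, stricter thresholds, and each library left out in turn. For the lists, fry, camera with an estimated correlation, ranking by log2 fold change and members of at least 10 CPM were added.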

Results

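To ask how raised JUN changes gene expression, and with it the targets of the transcriptional co-activator YAP, 3′ mRNA sequencing was compared between MCF10A SAM cells carrying the guide sgJUN#1 and cells carrying a non-targeting control guide (NTC). SAM cells are mammary epithelial MCF10A cells with a dead-Cas9 activator, which sgJUN#1 directs to the JUN promoter. The data were raw counts per gene for 3 NTC and 2 sgJUN#1 libraries, with between 2455627 and 4988062 counts per library. Of 23459 genes, 13616 had enough counts to be tested.

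JUN itself (Entrez 3725, GRCh37 chromosome 1, 59242517 to 59249720) was examined first. It reached 23.5 ± 13.5 CPM in NTC (SD, n = 3) and 218.5 ± 66.4 CPM in sgJUN#1 (SD, n = 2). The NTC libraries held 91, 89 and 42 JUN counts and the sgJUN#1 libraries 831 and 742, so both sgJUN#1 libraries lay above all 3 NTC libraries. The log2 fold change was 3.25 (SE 0.484). With edgeR's quasi-likelihood test this did not pass the threshold over all genes, with a Benjamini-Hochberg adjusted p-value of 0.0733. An exact two-sided permutation test gave p = 0.1, the smallest that 3 against 2 libraries allow. The log2 fold change moved most without NTC replicate 2, to 3.68, and with the replicate block, to 2.82. With that block JUN passed the threshold, at an edgeR adjusted p-value of 1.2e-04. DESeq2 moved the adjusted p-value most, to 3.84e-11, with a log2 fold change of 3.24. The call also changed with the NTC libraries in the fit. JUN passed the edgeR threshold without NTC replicate 3 (adjusted p-value 0.00121) and without NTC replicate 2 (0.0144) but not without NTC replicate 1 (0.279).

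The other AP-1 members of the panel did not pass the threshold. JUNB had 38.7 ± 7.52 CPM in NTC (SD, n = 3) and 38.6 ± 11.6 CPM in sgJUN#1 (SD, n = 2), and its direction depended on the scaling. FOSL2 went from 93.3 ± 38.3 to 47.0 ± 6.91 CPM, a log2 fold change of -1.001 (SE 0.321) with an edgeR adjusted p-value of 0.409. Without NTC replicate 3 the log2 fold change of FOSL2 was -0.61. FOSB was under the filter, with at most 2 counts in any library. YAP1, WWTR1 (which encodes TAZ), TEAD1 and NCOR1 had log2 fold changes between -0.43 and 0.09 and edgeR adjusted p-values of at least 0.621.

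Of the 6 nearest genes of the table with a position around JUN, 5 were tested. Their log2 fold changes ran from -0.55 to 1.99, with a median of 0.08, and 0 of them passed the edgeR threshold. MYSM1, at 76755 bp the closest of them, had a log2 fold change of -0.18 (SE 0.222). JUN-DT, by its name a divergent transcript of JUN, had no position and was not ranked. It had a log2 fold change of -1.16 (SE 0.389, edgeR adjusted p-value 0.438). Its counts were 24, 18 and 45 in NTC and 16 and 11 in sgJUN#1, and it is named here after its values were seen. HOOK1, at 1030738 bp the farthest, had the highest, 1.99 (edgeR adjusted p-value 0.159). It passed the threshold with DESeq2, where the adjusted p-value was 0.00345, with the replicate number as a block (edgeR adjusted p-value 0.0294) and without a filter (0.0276). HOOK1 held 225 counts in sgJUN#1 replicate 1 and 45 in replicate 2, and without replicate 1 its log2 fold change was 1.01.

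Over all tested genes, 28 had an edgeR adjusted p-value under 0.05, of which 11 were higher and 17 lower in sgJUN#1. At an unadjusted p-value under 0.05 there were 1141. In all 28 the libraries of the groups did not overlap, as in 24.99% of the tested genes, where chance gives 20%. The count depended most on the filter: without it 148 genes passed the threshold. DESeq2 called 145 genes, which included all 28. Leaving out NTC replicate 1, 2 or 3 gave 10, 56 and 57 genes. Some of the 28 are uncertain as separate changes, and are named here after their values were seen. TTTY14 and CD24 differed by at most 4.89% in counts in any library. MIR548G held at least 1.47 times the counts of COL8A1 in every library, although the annotation used here places them on chromosomes 4 and 3.

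**Figure D1:**
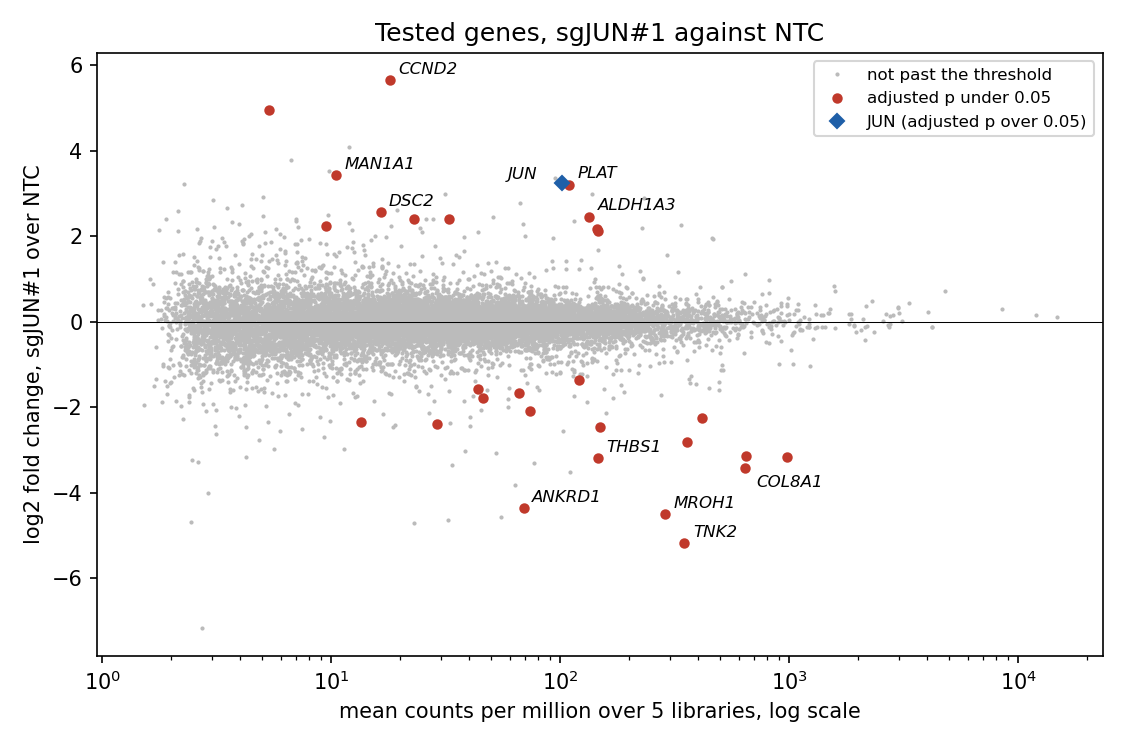
Log2 fold change of sgJUN#1 over NTC (vertical axis) against mean CPM over the 5 libraries (horizontal log axis) for the 13616 tested genes. Red points are the 28 genes with an edgeR adjusted p-value under 0.05, and JUN, the blue diamond at 3.25, lies among changes of their size without passing the threshold.

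Among the genes named by rule, CCND2 (Entrez 894, chromosome 12, 4378937 to 4414519) rose most. It went from 0.763 ± 0.497 CPM in NTC (SD, n = 3) to 43.99 ± 22.8 CPM in sgJUN#1 (SD, n = 2), a log2 fold change of 5.64 (SE 0.501, edgeR adjusted p-value 0.0016). The NTC value rests on 2, 1 and 6 counts, close to the floor of 3. PLAT (Entrez 5327, chromosome 8, 42032236 to 42065227) went from 25.6 ± 0.918 to 235.7 ± 34.2 CPM, with a log2 fold change of 3.21 (SE 0.200, edgeR adjusted p-value 2.2e-04). MAN1A1 (chromosome 6, 119498370 to 119670926), DSC2 (chromosome 18, 28638806 to 28682485) and ALDH1A3 (chromosome 15, 101417919 to 101456831) had log2 fold changes of 3.42, 2.56 and 2.46. CCND2, MAN1A1, DSC2 and ALDH1A3 did not pass the threshold without NTC replicate 1, with edgeR adjusted p-values of 0.0786, 0.310, 0.0852 and 0.0786. MAN1A1 also failed it without NTC replicate 2 (0.0601), without NTC replicate 3 (0.0833), with limma-voom (0.191), with library size alone (0.0717), with upper-quartile normalisation (0.0510) and with thinned counts (0.0801).

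TNK2 (Entrez 10188, chromosome 3, 195590235 to 195638816) fell most among the genes named by rule. Its level was 570.2 ± 54.96 CPM in NTC (SD, n = 3) and 15.7 ± 0.0401 CPM in sgJUN#1 (SD, n = 2), a log2 fold change of -5.18 (SE 0.245, edgeR adjusted p-value 3.5e-05). MROH1 (Entrez 727957, chromosome 8, 145202919 to 145316830) went from 463.7 ± 129.2 to 20.9 ± 7.92 CPM, a log2 fold change of -4.50 (SE 0.364, edgeR adjusted p-value 9.8e-04). COL8A1 (Entrez 1295, chromosome 3, 99357319 to 99518070) had a log2 fold change of -3.42 (SE 0.413, edgeR adjusted p-value 0.0202), and did not pass the threshold with the replicate block (0.179). The remaining members of the 5 largest falls were the YAP targets ANKRD1 and THBS1.

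ANKRD1 (Entrez 27063, chromosome 10, 92671853 to 92680844) stood at 111.8 ± 19.4 CPM in NTC (SD, n = 3) and 5.44 ± 0.399 CPM in sgJUN#1 (SD, n = 2). Its log2 fold change was -4.37 (SE 0.283, edgeR adjusted p-value 2.2e-04). THBS1 (Entrez 7057, chromosome 15, 39873280 to 39891667) went from 227.2 ± 50.8 to 24.9 ± 2.23 CPM, with a log2 fold change of -3.19 (SE 0.268, edgeR adjusted p-value 0.00112). Both passed the threshold in each of 12 fits with a test, as did LEKR1, MROH1, PLAT, PLCB4 and TNK2, which were 7 genes in total. The fit with non-robust estimation was not among these 12. LEKR1 and PLCB4 are named here after their values were seen.

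The remaining YAP targets of the panel were lower on average in sgJUN#1 without passing the threshold over all genes. ANKRD2 had a log2 fold change of -1.68 (SE 0.537, edgeR adjusted p-value 0.422), and passed without NTC replicate 2 (0.0430). CCN1 (CYR61) had -1.12 (SE 0.364), CCN2 (CTGF) -0.87 (SE 0.381) and AMOTL2 -0.66 (SE 0.207), with edgeR adjusted p-values between 0.392 and 0.590. NTC replicate 2 carried 1043.2 CPM of CCN1 against 429.1 and 496.9 CPM in NTC replicates 1 and 3. Without NTC replicate 2 the log2 fold changes of CCN1 and CCN2 were smaller, at -0.62 and -0.41, with edgeR adjusted p-values of 0.456 and 0.749.

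The AP-1 targets were higher in both sgJUN#1 libraries than in all 3 NTC libraries, but the NTC libraries differed widely. IL1B stood at 14.9, 89.1 and 9.09 CPM in NTC replicates 1, 2 and 3 and at 192.6 and 379.6 CPM in sgJUN#1, a log2 fold change of 2.98 (SE 0.941, edgeR adjusted p-value 0.469). CXCL8 stood at 9.08, 171.8 and 18.9 CPM in NTC and at 480.9 and 478.7 CPM in sgJUN#1, a log2 fold change of 2.89 (SE 1.12, edgeR adjusted p-value 0.575). Without NTC replicate 2, IL1B and CXCL8 had log2 fold changes of 4.58 and 5.08 and passed the threshold, with edgeR adjusted p-values of 0.00364 and 0.00147. PLAU had a log2 fold change of 1.34 (SE 0.440, edgeR adjusted p-value 0.435).

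Of the 19 tested genes of the panel, 2 passed the edgeR threshold over all genes, and 8 passed when adjusted over the list alone. The latter were ANKRD1, THBS1, ANKRD2, CCN1, AMOTL2, IL1B, PLAU and FOSL2. The panel's genes were taken from the text of the study that reported these libraries. The count over the list alone is therefore not taken as independent evidence.

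**Figure D2:**
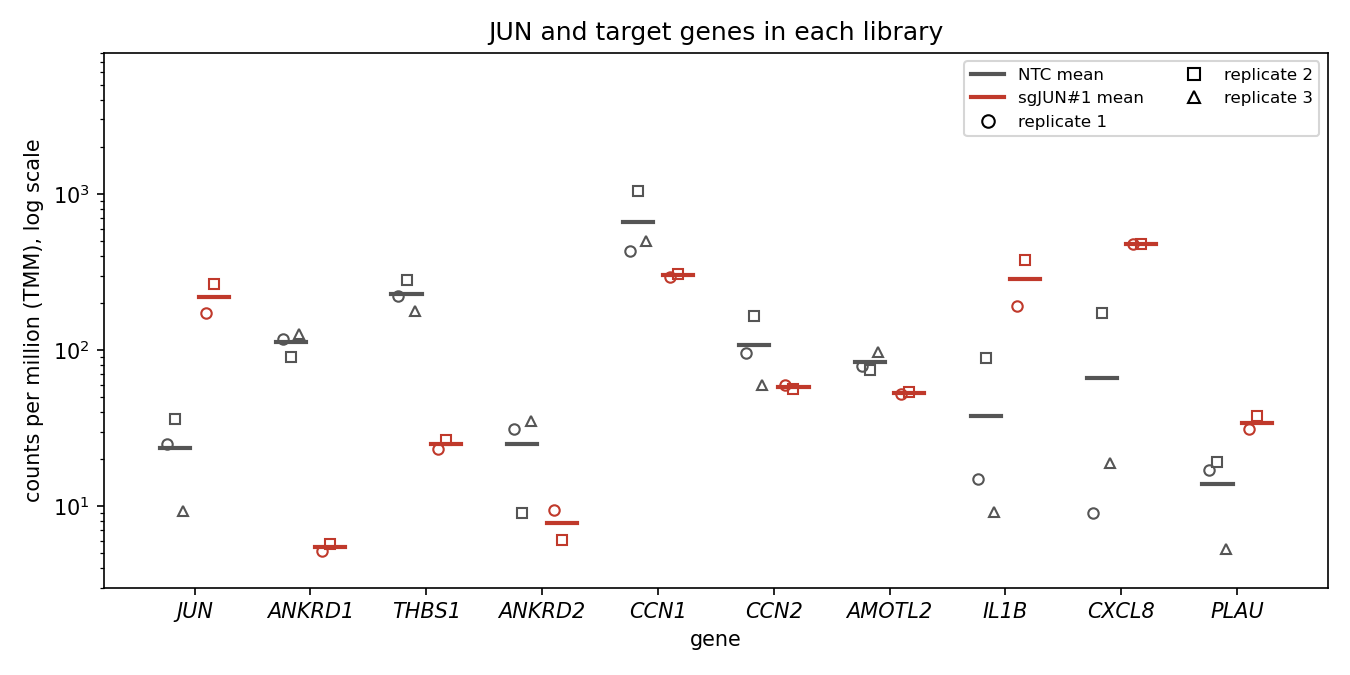
CPM on a log axis for JUN, 6 YAP targets and 3 AP-1 targets in each library, with a line at the mean of each group (grey NTC, n = 3, red sgJUN#1, n = 2) and a symbol for each replicate number. ANKRD1 and THBS1 are separated between groups by more than their spread, while IL1B and CXCL8 in NTC reach from 9.09 to 89.1 and from 9.08 to 171.8 CPM.

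To ask whether YAP target genes moved as groups, 4 gene lists of the study were tested. Clusters 1, 2 and 3 are YAP5SA-induced genes, grouped by the study in MCF10A cells with inducible YAP5SA. There JUN blunted the induction of cluster 1 and barely affected cluster 2, while cluster 3 held mainly known AP-1-induced genes. The siYT list holds genes that depend on YAP and TAZ. The lists used here hold fewer genes than the set the study clustered, and ANKRD1 was in none of them, so the tests cover the listed members only. Of cluster 1, 122 members were tested and 71 of them (58.2%) were lower in sgJUN#1, with a median log2 fold change of -0.15 and an NES of -2.57. In cluster 2, 92 of 143 (64.3%) were lower, the median was -0.21 and the NES -2.21. The camera test with its preset correlation placed both below the other genes, with limma adjusted p-values of 1.9e-04 and 3.5e-04. Neither call held with fry (0.269 for both) or with camera's estimated correlation (0.350 and 0.252). The median of cluster 1 moved most when an sgJUN#1 library was left out, with -0.43 without replicate 1.

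Cluster 3 had a median of 0.06 over 101 members with an NES of 1.68, and the siYT list a median of -0.12 over 192 members with an NES of -1.83. Neither passed the camera test, with limma adjusted p-values of 0.114 and 0.115. By preranked enrichment all 4 lists passed, with fgsea adjusted p-values of 3.2e-13, 1.2e-08, 0.00138 and 1.2e-05 for clusters 1, 2, 3 and siYT, but that test also called 8 of 40 unchanged lists in simulated data. The edgeR calls over all genes included 4, 4, 1 and 5 members of clusters 1, 2, 3 and siYT. Adjusted over the list alone, 11, 6, 10 and 7 members passed, of which 0, 1, 9 and 1 were higher in sgJUN#1.

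The mean log2 CPM of cluster 1, relative to the NTC mean, was -0.14 in sgJUN#1 replicate 1 and -0.51 in replicate 2, against an SD of 0.00658 among the NTC libraries (n = 3). The exact two-sided permutation test gave p = 0.1, the smallest possible. One library decided the size: the median log2 fold change of cluster 1 was -0.43 without sgJUN#1 replicate 1 and -0.04 without replicate 2. For cluster 2 the 2 sgJUN#1 libraries stood at -0.09 and -0.26 and the NTC libraries ranged from -0.09 to 0.11, with p = 0.3 in the exact permutation test. For cluster 3 and siYT the groups overlapped, with exact permutation p-values of 0.6 and 0.7. Leaving out single libraries turned the sign of their medians, which was -0.04 for cluster 3 without NTC replicate 1, -0.10 for cluster 3 without sgJUN#1 replicate 2 and 0.04 for siYT without NTC replicate 2. Both lists passed camera without NTC replicate 3, with medians of 0.10 and -0.34 and limma adjusted p-values of 0.0105 and 5.4e-09, and cluster 3 also did without NTC replicate 2 (0.0291).

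**Figure D3:**
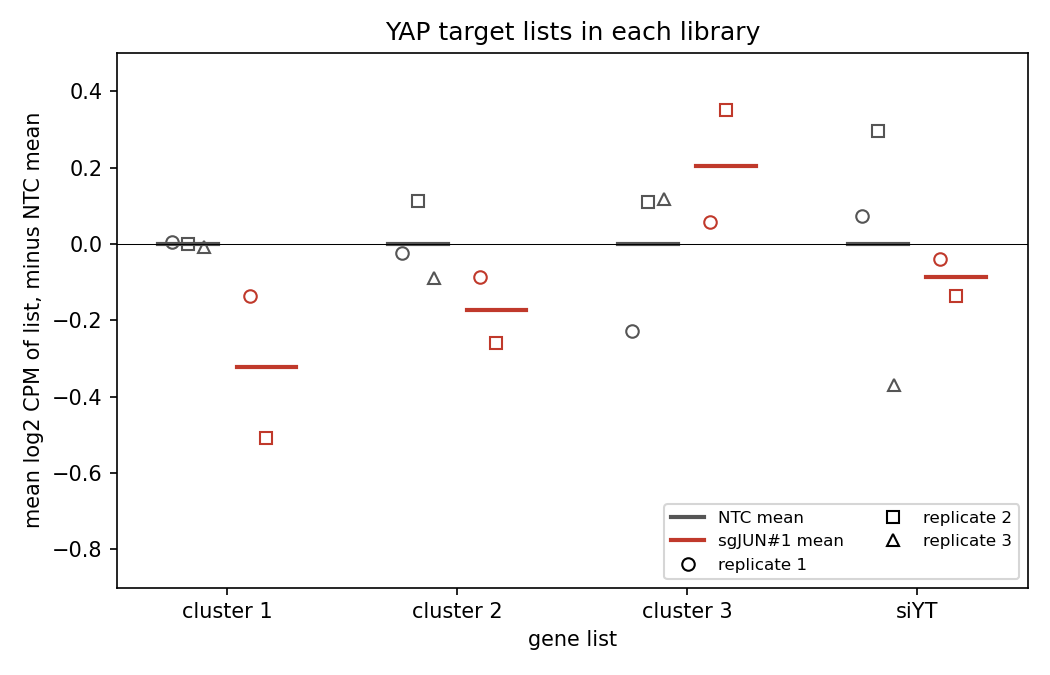
Mean log2 CPM of each list's tested members, minus the NTC mean (vertical axis), for the 3 NTC (grey) and 2 sgJUN#1 libraries (red), with a line at each group's mean. Cluster 1 separates the groups, at -0.14 and -0.51 in sgJUN#1, while the siYT list ranges from -0.37 to 0.29 within NTC.

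Whether JUN affected cluster 1 more than cluster 2 was tested directly. The median log2 fold change of cluster 1 was higher than that of cluster 2 by 0.06, and limma's camera within the members of both clusters, a test over genes, gave a p-value of 0.550. The difference of the mean log2 CPM of the clusters, relative to NTC, was -0.05 and -0.25 in sgJUN#1 replicates 1 and 2, and the exact two-sided permutation test gave p = 0.3. The lists were therefore not distinguished by these libraries. The sign of the difference changed, among other settings, when NTC replicate 3 was left out (-0.03), when sgJUN#1 replicate 1 was left out (-0.13) and under the replicate block (-0.02). The study separated the clusters by how JUN changed their induction by YAP5SA, and the labels here name no YAP5SA. The comparison here is thus made under another condition and does not test that separation.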

Values the study reported

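The study reported a set of 434 genes as those most strongly raised by YAP5SA, and it divided this set into clusters. The cluster lists used above hold fewer genes.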

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

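The count of 28 genes past the threshold stayed within 1.5 times under limma-voom, upper-quartile normalisation, library size alone, thinned counts, non-robust estimation and an added minimum log2 fold change of 1, with 19 to 28 genes. It was 145 with DESeq2 (70 higher, 75 lower), 148 with no filter (73 higher, 75 lower), 18 with at least 10 counts in every library and 11 at an adjusted p-value under 0.01. All 28 were among the calls of DESeq2 and of the fit with no filter. The cause of these differences was not tested, except that the stricter threshold lowers the count by construction. Across the fits that each left out 1 NTC library the count ran from 10 to 57, and 10, 21 and 26 of the 28 genes were shared without NTC replicate 1, 2 and 3. The split was 2 higher and 8 lower without NTC replicate 1, 33 and 23 without NTC replicate 2, and 19 and 38 without NTC replicate 3. In 12 fits with a test, which did not include the one with non-robust estimation, 7 genes were called in each.

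JUN kept its direction in all 13 alternatives. It passed the edgeR or limma threshold with limma-voom (log2 fold change 3.47, limma adjusted p-value 0.0342) and with thinned counts (3.20, edgeR adjusted p-value 0.0332), and it passed with DESeq2 (3.24, adjusted p-value 3.84e-11). Across the 5 fits that each left out 1 library the log2 fold change ran from 2.84 to 3.68, and the adjusted p-values over all alternatives from 3.84e-11 to 0.279. The cause of the crossing of the threshold was not tested.

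The replicate numbers 1 and 2 occur in both groups, but the labels do not say that a number marks a shared day or batch. The library identifiers in the labels are adjacent for the libraries of both groups that share a number, which may reflect a shared series of preparation. The correlation over genes of the difference between replicates 1 and 2 in NTC with that in sgJUN#1 was 0.0146, and on 2 pairs without a correlation the numbers were not taken to pair the samples, which stays uncertain. With the replicate block, which leaves 1 residual degree of freedom and uses NTC replicate 3 for no contrast, 103 genes were called (54 higher, 49 lower), 26 of them among the 28. JUN had 2.82 (edgeR adjusted p-value 1.2e-04). The medians of cluster 3 and siYT were 0.11 and -0.34 and passed camera, with limma adjusted p-values of 0.00703 and 1.4e-07. The difference between clusters 1 and 2 reversed to -0.021, JUNB to 0.15 and FOS to 0.58, with edgeR adjusted p-values of 0.935 and 0.901 for the latter.

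All NES values kept their sign and their side of the threshold in 13 alternatives each, from -2.71 to -2.23 for cluster 1, from -2.37 to -1.71 for cluster 2, from 1.36 to 2.04 for cluster 3 and from -2.78 to -1.42 for siYT. With camera, the medians of cluster 1 (-0.15) and cluster 2 (-0.21) no longer passed under the estimated correlation (0.350 and 0.252) or fry (0.269 for both). These tests allow for the correlation between genes that is seen in the 5 libraries. Across the 5 fits that each left out 1 library the medians ran from -0.43 to -0.042 for cluster 1, from -0.30 to -0.17 for cluster 2, from -0.10 to 0.10 for cluster 3 and from -0.34 to 0.041 for siYT. The difference between clusters 1 and 2 ran from -0.13 to 0.15 in these fits. It reversed to -8.8e-04 with thinned counts and to -0.0061 with members of at least 10 CPM, and its camera p-value was at least 0.225 in each alternative with a test.

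Among the named genes, the change of JUNB reversed to 0.0090 with DESeq2, 0.0015 with upper-quartile normalisation and 0.051 with thinned counts, and ran from -0.35 to 0.28 over the fits that each left out 1 library. In these fits YAP1 ran from -0.018 to 0.17 and FGGY, a neighbour of JUN, from -0.15 to 0.46. All adjusted p-values of these reversals were at least 0.886, so the signs are those of changes near 0 and their cause was not tested.

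Depth limited the genes near the floor of 3 counts. SERPINB2, named after its values were seen, was the 1 called gene with all NTC libraries at or under the floor. It held 2, 1 and 1 counts in NTC against 65 and 34 in sgJUN#1. Its mean CPM in sgJUN#1 was at least 14.2-fold higher than an NTC mean computed from 3 counts in every NTC library. CCND2 rested on 1 to 6 counts in NTC, and FOSB was not tested. No member of the 4 lists that was tested had a whole group at or under the floor.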

Other observations

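The tests of shared counts and of copy number below were chosen only after the results were seen. The check of the neighbours of JUN was planned beforehand, but its summary by the median was chosen after their values, that of HOOK1 included, had been seen. The tests of depth, length and GC content were set before their results were seen.

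NTC replicate 3 lay apart from the other libraries. On the first principal component of log2 CPM, which held 43.6% of the variance, it scored -50.5, against -7.04 and 0.345 for NTC replicates 1 and 2 and 35.1 and 22.1 for sgJUN#1. The gap to the nearest library was 43.5 with all counts and 43.9 after every library had been thinned to the smallest total, which argues against depth. Over 13320 genes (97.8% of those tested) the deviation of NTC replicate 3 from the mean of NTC replicates 1 and 2 had a Spearman rho of 0.187 with transcript length and 0.0548 with transcript GC content. Both were under the size of 0.3 set beforehand, which argues against either trend as the whole cause. A difference in culture or RNA handling stays open, since the labels give no batch. The library identifiers of NTC replicates 1 and 2 each lie next to that of an sgJUN#1 library. That of NTC replicate 3 lies next to none of the others, so a separate series of preparation stays open too. No biological explanation was tested because the design gives none within NTC. JUN was lowest in this library, at 9.32 CPM.

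The overlap of genes bears on how far counts are shared. Among 414 pairs in which a gene with a mean of at least 20 counts lay within another on the same strand, the outer gene carried at least as many counts in all 5 libraries in 94.2% of pairs. Among 284 pairs on opposite strands this held in 69.7%, and in 86 pairs the inner gene carried more in some library. On these spans, which may differ from those the authors counted with, the values argue against counting over whole gene ranges without regard to strand. They do not show that strand was kept. COL4A3 and MFF-DT overlap on opposite strands and held 397, 465, 980, 400, 284 and 387, 464, 950, 396, 284 counts. The libraries here are NTC replicates 1 to 3, then sgJUN#1 replicates 1 and 2. PLAU and C10orf55, also on opposite strands, held 62, 47, 24, 150, 105 and 66, 47, 25, 158, 109. Such pairs, named after their values were seen, argue for reads counted on both strands at these genes. Counting over whole ranges, introns included, may account for the same-strand share, and was not tested separately.

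TTTY14, on the Y chromosome (GRCh37, 20934592 to 21239302), was among the 11 genes higher in sgJUN#1. In GRCh37 the CD24 pseudogene CD24P4 lies inside it at 21154353 to 21154595, on the same strand. TTTY14 exceeded CD24 by 0.2997% to 4.89% in counts over the 5 libraries, while the median over 73 other Y genes outside the pseudoautosomal regions was a mean of 0.2 counts per library. A candidate explanation is that the reads of both rows are those of CD24, so that the rise would belong to CD24 alone. No biological explanation was tested.

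MIR548G and COL8A1 fell together, with log2 fold changes of -3.18 and -3.42. The ratio of MIR548G to COL8A1 counts ran from 1.47 to 1.84 over the 5 libraries. Reads of COL8A1 counted for MIR548G as well are a candidate explanation, but the annotation used here places MIR548G on chromosome 4 and COL8A1 on chromosome 3, which goes against an overlap. Shared reads and separate falls cannot be told apart, because the annotation the authors counted with was not used here.

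Among genes past the edgeR threshold and outside the 4 lists, 3 fell by at least 20-fold in sgJUN#1, namely TNK2, MROH1 and ANKRD1. A further 5 tested genes had fitted falls of that size without passing the threshold. Of these ANKRD1 is a YAP target of the panel. The 12 nearest tested genes, 2 on each side of each, had log2 fold changes from -0.34 to 1.08, which argues against the loss of a larger chromosomal region in the sgJUN#1 cells. A change confined to the gene itself, such as an insertion or a small deletion in the cells that received the guide, and an effect of JUN stay open as untested explanations for TNK2 and MROH1. The level of both was low in both sgJUN#1 libraries, and the guide and the cell population cannot be separated with 1 guide.

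More genes past the threshold were lower (17) than higher (11). The split was not stable, with 70 higher and 75 lower under DESeq2, and more genes higher than lower with the replicate block (54 and 49) and without NTC replicate 2 (33 and 23). Over 13320 tested genes the Spearman rho of the log2 fold change with gene length on the genome was -0.0904, under the size of 0.3 set beforehand, which argues against a general trend with length. An effect of the guide was not tested for the split.

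The activator at the JUN promoter could also have raised genes near it. Of the 5 tested neighbours 3 were higher and 2 lower in sgJUN#1, and their median log2 fold change was 0.0806. JUN-DT, which had no position and was not among them, had a log2 fold change of -1.16. Since the neighbours are few and go both ways, spread over the region and no spread cannot be told apart. HOOK1, the farthest of them, had a log2 fold change of 1.99 while FGGY, which lies between HOOK1 and JUN, had 0.08. What raised HOOK1 was not tested.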
